# Macrophages Promote Atherosclerosis Development by Inhibiting CD8T Cell Apoptosis

**DOI:** 10.1155/2024/1929766

**Published:** 2024-09-21

**Authors:** Xiaoming Xu, Yuteng Wu, Yifei Xu, Wei Mao, Yanyun Pan

## Abstract

**Background:**

Atherosclerosis is an inflammatory cardiovascular disease. However, whether the association of immune cells in plaques promotes the progression of this disease has not yet been completely elucidated.

**Materials and Methods:**

Thus, this study aimed to investigate the relationship between C1q+ macrophages and CD8T cells through scRNA-seq data reanalysis, quantitative real-time PCR, and flow cytometry. Chromatin immunoprecipitation-quantitative polymerase chain reaction, western blot, and antibody-blocking experiments were performed to investigate the role of macrophage–CD8T interaction in atherosclerosis. An atherosclerotic mouse model was developed to confirm our findings.

**Results:**

Mechanistically, Spi1 expression induced by granulocyte–macrophage colony-stimulating factor promoted C1q expression in the macrophages. Moreover, C1q+ macrophages suppressed CD8T cell apoptosis by upregulating Slc7a7 expression to enhance the L-arginine uptake of CD8T cells. CD8T-derived interferon-*γ* promoted macrophage activation to induce atherosclerosis. Blockade of the C1q–C1qbp axis attenuated atherosclerosis.

**Conclusion:**

In conclusion, macrophages interacting with CD8T promote atherosclerosis development via the C1q–C1qbp axis.

## 1. Introduction

Atherosclerosis is a systemic cardiovascular disease that is prevalent worldwide [1]. Chronic atherosclerosis causes ischemic cardiomyopathy, stroke, myocardial infarction, and peripheral arterial disease, which have high mortality rates [2]. At the initiation of atherosclerosis, endothelial cells in the normal artery are activated by proinflammatory cytokines or external stimuli and recruit blood-derived monocytes and lymphocytes into the endothelial layer by expressing VCAM-1 [3]. After these leukocytes migrate into the intima, macrophages that differentiate from blood-derived monocytes engulf lipids and are gradually converted to foam cells [4]. Other studies have demonstrated that foam cells can originate from smooth muscle cells [5]. Intima infiltrated by lymphocytes, principally CD8T cells, exerts cytotoxic effects and amplifies inflammation, which contributes to foam cell accumulation, endothelial damage, and subsequent plaque erosion [6]. Macrophages initiate T cell activation and differentiation by secreting pro-inflammatory factors, expressing MHC-peptide complexes during the host antimicrobial response [7], or suppressing the tumor antigen-specific CTL response by secreting metabolic byproducts and cytokines in the tumor microenvironment [8].

Complement C1q subcomponent subunits A/B/C (C1qa/b/c) are related to proenzymes C1r and C1s to yield C1, which is the first subcomponent of the C1 complex of the serum complement system [9]. C1q is expressed in different cell types, including monocytes, macrophages, dendritic cells, and cancer cells [10]. C1q+ macrophages play an immunosuppressive role in the tumor microenvironment by reprogramming fatty acid metabolism [11]. The C1q module of genes involved in the cell death pathway enhances the survival of macrophage-derived foam cells [12]. Our reanalysis of published scRNA-seq data also identified that C1q is highly expressed in plaque-derived macrophages. However, whether C1q+ macrophages affect other cell subsets expressing C1qR [13] or complement 1Q binding protein (C1qbp) [14] remains unclear. Moreover, the relationship between C1q+ macrophages and CD8T cells has been explored in some diseases but not in atherosclerosis.

Thus, this study aimed to investigate the relationship between C1q+ macrophages and CD8T cells by analyzing published scRNA-seq data and elucidate the mechanisms underlying their interactions by performing biological and molecular experiments. To the best of our knowledge, this is the first study to show that C1q+ macrophages prevent CD8T cell apoptosis by inducing Slc7a7-mediated L-arginine uptake, which exacerbates atherosclerosis development.

## 2. Materials and Methods

### 2.1. Cell Culture

Mouse peritoneal macrophages were induced by injecting thioglycolate medium (Millipore, Germany). Macrophages were cultured in RPMI 1640 complete medium supplemented with 10% fetal bovine serum (FBS; Gibco, Australia) at 37°C with 5% CO_2_ in a humidified incubator. Mouse primary spleen-derived CD8T cells were isolated using a mouse CD8T cell isolation kit (Miltenyi Biotec, Germany) and cultured in ALyS505N-0 medium supplemented with 10% FBS (Gibco) at 37°C with 5% CO_2_ in a humidified incubator. Macrophages were stimulated with 40 *μ*g/mL oxidized low-density lipoprotein (oxLDL; Yiyuan, China) or 14 nM DB2313 (HY-124629, MCE). After being stimulated with mouse T-activator anti-CD3/28 Dynabeads (Gibco), CD8T cells were used for subsequent experiments. The mice used above were anesthetized using sodium pentobarbital (50 mg/kg, i.p.; Canada), and euthanized using CO_2_ (100%) ventilation for 10 min. Then, mice were recognized as dead. Total 30 mice were used for macrophage isolation, and total 20 mice were used for CD8T cells isolation. No mice died during pre-experiment feeding stage. The duration of experiments ranges from 1 to 2 hr. Coculture experiments were performed as follows: macrophages were activated by treatment with interferon (IFN)-*γ* (10 ng/mL; #315-05, Peprotech) for 12 hr and then added into RPMI 1640 complete medium containing CD8T cells at a 1 : 1 ratio. For antibody blocking experiments, *α*-C1qbp (10 *μ*g/mL; ab24733, Abcam, USA), *α*-IFN-*γ* (#BE0055; Bioxcell), or *α*-IFNGR1 (#BE0287; Bioxcell) was added at the same time. After being cocultured for 24 hr, CD8T cells were collected for subsequent detection.

### 2.2. Western Blot

Macrophages were harvested after treatment and lysed on ice for 30 min using cell lysis buffer (CST, USA). The lysates were mixed with 5 × loading buffer (Beyotime, China), boiled for 10 min, run on a 4%–20% gradient SDS-PAGE gel, transferred onto polyvinylidene fluoride membranes (Millipore, USA), and then incubated overnight at 4°C with the following primary antibodies: anti-Stat1 (1 : 1,000; CST, #14994, USA), anti-pStat1 (Tyr701) (1 : 1,000; CST, #9167, USA), and anti-GAPDH (1 : 2,000; Abcam, ab181602). The membranes were washed three times with TBST for 15 min and then incubated with secondary antibodies (1 : 2,000, CST, USA) for 1 hr at room temperature. Finally, signals were detected using an enhanced chemiluminescence kit (Pierce, USA).

### 2.3. Quantitative Polymerase Chain Reaction (qPCR)

After being cocultured with CD8T cells, macrophages were harvested. Total RNA was extracted from the macrophages using Trizol reagent (Invitrogen, USA). RNA was reverse transcribed into cDNA using a PrimeScript RT Master Mix kit (Takara, Japan). cDNA of each sample was subjected to qRT‒PCR reactions consisting of 40 cycles of 95°C for 10 s, 68°C for 30 s, and 72°C for 30 s on a Q7 real-time PCR system (Applied Biosystems, USA) with SYBR Green Master Mix (Takara, Japan). The primers used were as follows: C1qa, 5′-TTCGGCAGAACCCAATGACG-3′ (forward), 5′-TGGTATGGACTCTCCTGGTTG-3′ (reverse); C1qb, 5′-ACGGCACGGAGGCTAAATTAT-3′ (forward), 5′-TCTTCGTGTCCAATCTCATCCT-3′ (reverse); C1qc, 5′-GGACGGGCATGATGGACTC-3′ (forward), 5′-TTCTGTTTGTATCGGCCCTCC-3′ (reverse); IL6, 5′-CTGCAAGAGACTTCCATCCAG-′ (forward), 5′-AGTGGTATAGACAGGTCTGTTGG-3′ (reverse); tumor necrosis factor (TNF), 5′-CAGGCGGTGCCTATGTCTC-3′ (forward), 5′-CGATCACCCCGAAGTTCAGTAG-3′ (reverse); and GAPDH, 5′-AGGTCGGTGTGAACGGATTTG-3′ (forward), 5′-GGGGTCGTTGATGGCAACA-3′ (reverse).

### 2.4. RNA Sequencing (RNA-Seq)

Macrophages or CD8T cells were harvested and lysed using Trizol reagent (Invitrogen). Total RNA from the macrophages or CD8T cells was extracted using Trizol reagent (Invitrogen). RNA-seq was performed using HiSeq 3000 (Illumina, USA) at Novogene (China). LifeScope v2.5.1 was used to align the reads to the genome, generate raw counts, and calculate the raw counts and reads per kilobase per million (RPKM) values. Differentially expressed genes (DEGs) were analyzed using the R package DESeq2 (version 1.12.3, https://rdocumentation.org/packages/DESeq2/versions/1.12.3), and enriched pathway analysis was performed using the R package clusterProfiler (version 3.0.4, https://rdocumentation.org/packages/clusterProfiler/versions/3.0.4).

### 2.5. Chromatin Immunoprecipitation (ChIP)-qPCR

After being cocultured with macrophages, CD8T cells were harvested and lysed using ChIP lysis buffer for 5 min on ice. ChIP was performed using a ChIP assay kit (Beyotime). After being sonicated to fragment chromatin, the lysates (5% was removed as input DNA) were incubated with 2 *μ*g of anti-RNA-poly II antibody (Abcam, ab193468), anti-H3K27ac antibody (Abcam, ab4729), or IgG (Millipore, USA) for 12 hr at 4°C with rotation and then with protein A + G agarose. The supernatant was washed three times successively with high-salt immune complex wash buffer, low-salt immune complex wash buffer, and LiCl immune complex wash buffer to extract the immunoprecipitated DNA–protein complex. qPCR detection was performed as described above. The primers used were as follows: Region-1, 5′-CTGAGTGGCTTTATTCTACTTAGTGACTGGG-3′ (forward); 5′-GAGTTTGCATCCTAGAGGTGTCATGGGC-3′ (reverse); Region-2 : 5′-GGCAAGTCTGTGTGGAGGAGTCTGC-3′ (forward), 5′-GCAGTGCTGAGCCTGCCAGAAAAGC-3′ (reverse). Region enrichment was calculated as follows: 2^-(Ct (each region from each sample) − Ct (each region from each input))^ × 100.

### 2.6. Flow Cytometry

After being cocultured with macrophages, CD8T cells were washed with ice-cold phosphate-buffered saline, stained with surface antigen-antibodies for 30 min at 4°C, and then subjected to flow cytometry using BD FACS Canto II. The following antibodies were used: v450-CD45 (75-0451-U100, Tonbo, USA), BV510-CD3e (100233, BioLegend, USA), Percp5.5-CD8a (65-0081-U100, Tonbo), PE-cy7-GZMB (25-8898-82, Invitrogen), APC-CD127 (60-1271-U100, Tonbo), FITC-KLRG1 (35-5893-U100, Tonbo), FITC-IFN*γ* (35-7311-U025, Tonbo), and APC-CD11b (20-0112-U025, Tonbo). Apoptosis was detected using a FITC Annexin V Apoptosis Detection Kit I (556547; BD Biosciences) in accordance with the manufacturer's instructions.

### 2.7. scRNA-Seq Analysis

Published mouse scRNA-seq data (GSE205930) and human scRNA-seq data (GSE179159) were integrated using a harmony algorithm [15]. After the Seurat object was created, scRNA-seq analysis was performed following the standard preprocessing workflow, including quality control, normalization, scaling, performing linear dimensional reduction, clustering the cells, running nonlinear dimensional reduction (Uniform Manifold Approximation and Projection, UMAP), finding differentially expressed features, and assigning cell type identity (https://satijalab.org/seurat/articles/pbmc3k_tutorial). Gene colocalization analysis was performed using the FeaturePlot function from the Seurat package with the blend parameter set as TRUE. Cell–cell communication was performed using CellChat [16] based on quantitative characterization and comparison of the inferred cell–cell communication networks using a systems approach combining social network analysis, manifold learning approaches, and pattern recognition. Transcription factor (TF) activities were evaluated using DoRothEA [17] based on the enrichment of a TF and its transcriptional targets in different cell subsets. Confidence was assigned to each TF-target interaction using a gene regulatory network.

### 2.8. Animal Experiments

*LDLR*−/− male mice on C57BL/6 background were purchased from JiCui Co. (Nanjing, China). Animal experiments were performed in accordance with the Ethics Committee of Zhejiang Chinese Medical University (ethical approval number: SYXK2021-0012). The mice (6 weeks old) were fed a high-fat diet for 12 weeks to induce atherosclerosis. Each group consisted of at least six mice. Total 20 mice were used in the study. Anti-C1qbp antibodies (100 *μ*g each time) or DB2313 (17 mg/kg each time) were intravenously injected two times per week. The aorta was isolated as follows. The mice used above were anesthetized using sodium pentobarbital (50 mg/kg, i.p.; Canada), and euthanized using CO_2_ (100%) ventilation for 10 min. Then, mice were recognized as dead. No mice died during pre-experiment feeding stage. The duration of experiments ranges from 2 to 4 hr. After abdominal cavities were exposed. The right atrium was opened, and then 5 mL of saline was injected into the left ventricle to wash the blood. Then, 4% polyformaldehyde was injected for 30 min to fix the tissue morphology. The aorta and perivascular adipose tissue were removed, and then the pulmonary arteriovenous malformation was excised. The artery and heart were removed and then placed in 4% paraformaldehyde at room temperature overnight. Finally, whole aortas were opened longitudinally and stained for lipids using Oil Red O and hematoxylin–eosin (Jiancheng Bio., China).

### 2.9. Statistical Analysis

All experiments were performed in triplicates. Data were statistically analyzed using R-4.3.2. Significant differences between two groups were determined using unpaired two-tailed Student's *t*-test. Significant differences among multiply groups were determined using ANOVA (parametric). Statistical significance was considered at *p* < 0.05, as indicated by an asterisk ( ^*∗*^).

## 3. Results

### 3.1. Association between Macrophages and CD8T Cells Was Strengthened in Atherosclerotic Mice

Published scRNA-seq (GSE205930) data from wild-type (WT) and *LDLR*−/− mice-derived plaques were reanalyzed through UMAP dimension reduction. A total of 18 clusters were obtained (Figure 1(a)), among which C3 and C14 were recognized as myeloid cell subsets (marked by *Lyz2* and *Itgam*) and C9 and C15 were recognized as T cell subsets (marked by *Cd3e*, *Cd3g*, and *Cd3d*) (Figure S1(a,b)). As shown in Figure 1(b), the immune cell subsets (C3, C9, C14, and C15) were induced following atherosclerosis progression. Moreover, the interactions among immune cells were strengthened in the atherosclerotic mice (Figure 1(c)). DEG analysis indicated that the myeloid subsets (C3 and C14) highly expressed C1q family genes (*C1qa*, *C1qb*, and *C1qc*, Figures 1(d) and 1(e)), and the T cell subsets (C9 and C15) highly expressed *Lck*, *Nkg7*, *Cd8a1*, and *Gzma*, suggesting that these T cells mainly activated CD8T (Figures 1(f) and 1(g)). These data showed that communications between myeloid and CD8T cells were induced in the atherosclerotic mice.

### 3.2. Transcription Factor Spi1 Promoted C1q+ Macrophage Differentiation

To investigate how C1q+ macrophages were induced, monocytes were first stimulated with granulocyte–macrophage colony-stimulating factor (GM-CSF). Consistent with our hypothesis, incubation with GM-CSF induced the expression of C1q genes (Figure 2(a)). However, oxLDL treatment did not induce the expression of C1q genes (Figure 2(b), Figure S1(c)), indicating that C1q+ macrophages were mainly derived from monocyte differentiation in the plaques. DoRothEA [18] results showed that the activities of TFs Spi1 and Nfkb1 were specifically high in C3 and C14 (Figure 2(c)). Gene colocalization analysis also revealed that Spi1 was highly expressed in the macrophages (Figure 2(d)). Treatment with Spi1 inhibitor DB2313 reversed the GM-CSF-induced expression of C1q genes, confirming that Spi1 mediated the transcription of C1q genes (Figure 2(e)). Meanwhile, RNA-seq results showed that treatment with DB2313 regulated cGMP-PKG (cyclic guanosine monophosphate-protein kinase G) signaling and calcium signaling (Figure 2(f)), indicating that Spi1 was essential for the basal activation of macrophages. These results indicated that Spi1 specifically induced the expression of C1q genes in the macrophages during differentiation.

### 3.3. C1q+ Macrophages Inhibited CD8T Apoptosis by Promoting L-Arginine Uptake

These results identified C1q+ macrophages interacting with T cells in the plaques. We investigated whether this association affects the functions of T cells. Coculture of C1q+ macrophages (pretreated with DB2313 or not) and activated CD8T cells revealed that the macrophages did not affect memory differentiation (Figure 3(a)) or CD8T cytotoxicity (Figure 3(b)) of CD8T. However, DB2313-treated macrophages induced the apoptosis of CD8T cells (Figure 3(c)), suggesting that the C1q+ macrophages suppressed the apoptosis of CD8T cells. To explore the transcriptional changes in CD8T cells during coculture with C1q+ macrophages, we performed RNA-seq analysis. 

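CD8T cells were isolated from mouse spleen, activated with anti-CD3/CD28 beads and cocultured for 24 hr with macrophages that had been activated with 10 ng/mL IFN-γ for 12 hr. In the control group, the macrophages were not treated with DB2313. In the DB2313 group, they had been treated with DB2313, an inhibitor of the transcription factor Spi1, for which the methods give a concentration of 14 nM. RNA of 3 samples per group was sequenced, and the paper's text does not name whether these came from separate cultures. GEO's labels divide the samples by DB2313 in the same way, but name dendritic cells as the cocultured cells where the paper names macrophages. The authors aligned the reads and counted them on genes with LifeScope, and deposited these counts without normalization. The paper's text does not name the genome build, the annotation or whether the counting used the strand of the reads. Of the 54495 genes that are also in GENCODE mouse release 21, 98.3% have the coordinates given there for GRCm38.
In the control group, 18596217, 17793630 and 16994954 reads were counted on genes, and in the DB2313 group 17917758, 16611975 and 17733439. The table lists 54532 genes, of which 27310 had at least 1 count. The 14883 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test after TMM normalization, which assumes that most genes do not change. Replicates differed by more than the sampling noise, with a chi-square per gene between 2.47 and 3.97 within the groups, against 51.4 to 56.0 between them, so no library was counted as a copy of another. The spread between replicates beyond counting noise was small, with a common biological coefficient of variation of 4.67%.
Genes that serve as markers of other cell types were counted as well. A list of 20 T cell genes took 0.341% ± 0.00146 of all counts in the control group and 0.552% ± 0.000768 in the DB2313 group (SD, n = 3 each). A list of 25 macrophage genes took 1.44% ± 0.0167 and 0.604% ± 0.00654 (SD, n = 3 each). Lyz2, a macrophage gene of the list, alone took 0.744% ± 0.0115 of all counts in the control group (SD, n = 3), more than all 20 T cell genes. No library of CD8T cells cultured alone was analysed here, so these counts were not assigned to either cell type. The changes below are therefore those of the sequenced RNA, which may include RNA of the cocultured cells.

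**Figure D1:**
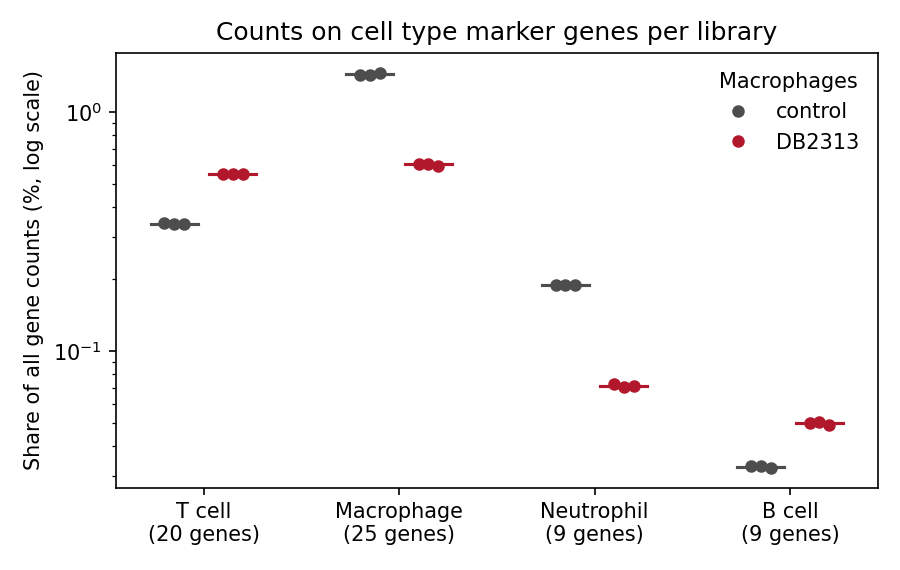
Share of all gene counts (percent, log scale) on 4 lists of cell type genes in CD8T cells cocultured with control (gray) or DB2313-treated (red) macrophages. Each point is 1 library and each line the mean of 3. In every library of the DB2313 group the T cell share lay above, and the macrophage share below, that of every control library.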

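At the thresholds printed in Figure 3(d), an adjusted p below 0.05 and an absolute log2 fold change above 1, 204 genes were higher and 789 were lower in CD8T cells cocultured with DB2313-treated macrophages than in the control group. DESeq2, the tool of the paper's methods, called 162 higher and 746 lower genes, and shared 147 and 723 of them with edgeR. Of the called genes, 128 higher and 651 lower ones are protein-coding, and 82 are pseudogenes. In 190 of the higher and 775 of the lower genes, the libraries of the groups did not overlap; among all tested genes this held for 53.1%, against 10% by chance. Without a threshold on the fold change, 3096 genes were higher and 3667 lower, which was the alternative that moved these counts most. The share of lower genes among all calls was 79.5% with TMM, 70.8% with library size scaling (278 higher and 674 lower genes) and 73.6% with upper quartile scaling (254 and 709). It was 98.1%, with 51 higher and 2572 lower genes, when libraries were scaled to the counts of the 20 T cell genes, a scaling chosen after the data were seen.
Among protein-coding genes with a mean of at least 10 CPM (TMM-normalized counts relative to library size) in the higher group and no overlap between the groups, the largest rises were in Rnase2a, Rbp4, Fstl1, Ceacam15 and Mmp13. Rnase2a (ENSMUSG00000047222, chromosome 14 of GRCm38 from 51255262 to 51256112) rose from 0.765 ± 0.301 to 47.6 ± 0.249 CPM (SD, n = 3 each). Its log2 fold change was 5.96 (standard error 0.14, adjusted p = 5.07e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and those of the other 4 genes ranged from 1.71 in Mmp13 to 2.87 in Rbp4. The largest falls were in Fndc5, Tpsb2, Gm5483, 2010005H15Rik and BC100530. Fndc5 (ENSMUSG00000001334, chromosome 4 from 129136999 to 129144593) went from 36.5 ± 1.01 to 0.798 ± 0.0822 CPM (SD, n = 3 each). Its log2 fold change was -5.50 (standard error 0.14, adjusted p = 1.09e-19 from the same edgeR test), and those of the other 4 ranged from -4.42 in BC100530 to -5.40 in Tpsb2. Rnase2a, Ceacam15, Tpsb2, Gm5483, 2010005H15Rik and BC100530 belong to families of similar genes, and the last pair also overlaps other genes, so the division of reads among copies is uncertain for them.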

As shown in Figure 3(d), 164 genes were upregulated, while 753 genes were downregulated. Moreover, Kyoto Encyclopedia of Genes and Genomes pathway analysis showed that chemotaxis, amino acids, G protein-coupled receptors, and receptor complex pathways were enriched, indicating that the C1q+ macrophages affected the metabolism of CD8T cells (Figure 3(e)). Among these DEGs, the expression of Slc7a7 (solute carrier family 7 member 7, transport of L-arginine) was significantly reduced in the DB2313 group (Figure 3(f)). 

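The terms of Figure 3(e) were followed as 10 gene families defined by gene symbol, because no pathway database was used here. Each family was tested for over-representation among the 789 lower genes against the 14883 tested genes, with a two-sided Fisher's exact test and Benjamini-Hochberg adjustment over the families. Over-representation was found in 8 families. Of 70 chemotaxis genes, 15 were lower, an odds ratio of 4.95 (adjusted p = 6.79e-06, Fisher's exact test). Of 142 G protein-coupled receptor genes, 30 were lower, an odds ratio of 4.93 (adjusted p = 5.57e-10, the same test). The most abundant of these in the control group was Adgre1 (ENSMUSG00000004730), which went from 297.2 ± 2.48 to 80.3 ± 1.79 CPM (SD, n = 3 each). Adgre1 is also on the list of 25 macrophage genes. Of 138 receptor complex genes, 22 were lower, an odds ratio of 3.46 (adjusted p = 6.79e-06, the same test). The most abundant was Csf2rb (ENSMUSG00000071713), at 1162 ± 39.9 and 475.4 ± 15.1 CPM (SD, n = 3 each), although its reads could be shared with its paralog Csf2rb2. Of 29 MHC genes, 10 were lower, an odds ratio of 9.51 (adjusted p = 4.40e-06, the same test), and Cd74 (ENSMUSG00000024610) went from 5091 ± 47.3 to 1522 ± 15.6 CPM (SD, n = 3 each). The median log2 fold change of the 29 genes was 0.017. On a separate list of MHC class II genes, 8 of 10 were lower, with a median of -1.62. Peptidase inhibitors, cytokines, peptidases and extracellular matrix genes were also over-represented. The counts were not assigned to either cell type, so these families do not show a change in CD8T cells alone.
Of 37 amino acid transport genes, 4 were lower, an odds ratio of 2.17 that did not pass the threshold (adjusted p = 0.145, the same test). The 4 genes were Slc7a7, Slc7a11, Slc25a18 and Slc36a2. Of 98 lysosome genes, 6 were lower, an odds ratio of 1.17 (adjusted p = 0.649, the same test). Without the filter on low counts, amino acid transport was over-represented as well, with an odds ratio of 2.73, and the number of families was 9. With the adjusted p alone, without a threshold on the fold change, the number was 8 again, but amino acid transport and lysosome had replaced MHC and extracellular matrix genes. Among the 204 higher genes, cytokines and peptidases were over-represented with 5 of 85 and 7 of 96 genes, and under DESeq2 1 family was. The paper takes its enriched terms as a sign of an effect of the C1q+ macrophages on CD8T cell metabolism.

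**Figure D2:**
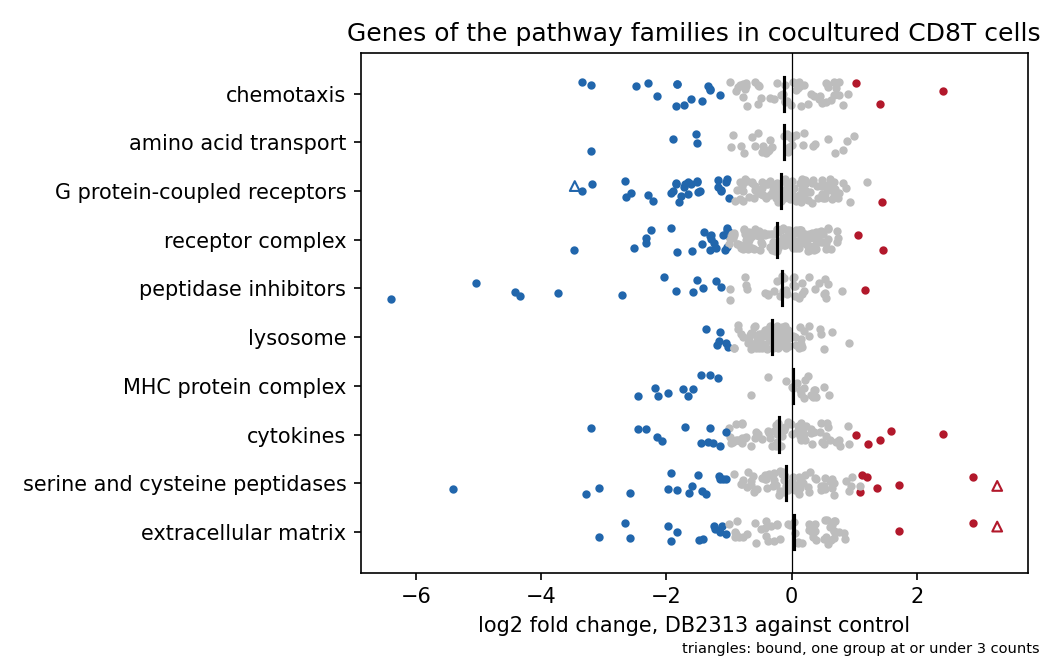
Log2 fold change (horizontal axis, DB2313 against control) of each tested gene in the 10 families. Blue and red points are lower and higher genes at the thresholds of Figure 3(d), gray points are other genes, black lines are medians, and open triangles are bounds for genes with at most 3 counts in every library of 1 group. Lower genes appear in every family, 30 of them among G protein-coupled receptors and 4 among amino acid transport genes.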

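Slc7a7 (ENSMUSG00000000958) lies on the minus strand of chromosome 14 of GRCm38 from 54369442 to 54417780 and is annotated as protein-coding. It was counted 603, 457 and 466 times in the control libraries and at most 199 times in each DB2313 library, or 29.5 ± 3.53 and 10.3 ± 1.22 CPM (SD, n = 3 each). Its log2 fold change was -1.53 (standard error 0.11, adjusted p = 2.16e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every control library lay above every DB2313 library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). With each library left out in turn, the Slc7a7 log2 fold change stayed between -1.60 and -1.42. The last 232 bases of Slc7a7 overlap Oxa1l on the opposite strand, whose log2 fold change was -0.036 (standard error 0.046), so reads in the overlap could have been counted on either gene.
Among the other 4 tested carriers of cationic amino acids, the log2 fold change was 0.19 in Slc7a1 (standard error 0.05), 0.012 in Slc7a6 (standard error 0.071), -0.38 in Slc7a2 (standard error 0.07) and 0.999 in Slc7a3 (standard error 0.41). Slc7a3 had between 7 and 27 counts in a library, and its adjusted p of 0.0485 from the same edgeR test did not stay under 0.05 with DESeq2, with no filter or in 5 of the 6 fits that each left out 1 library. Slc3a2, the partner chain of both Slc7a6 and Slc7a7, was at -0.31 (standard error 0.04). The sign for Slc7a6 changed in 3 fits that each left out 1 library. In the same libraries, 22 of the 25 macrophage genes fell, and 6 of these fell by more than Slc7a7. C1qa fell by 1.71, C1qb by 0.81, C1qc by 0.83, Lyz2 by 1.89 and Csf1r by 1.30 on the log2 scale. All 20 T cell genes rose, with a median log2 fold change of 0.62, and relative to that median Slc7a7 was at -2.15 and Slc7a1 at -0.44.

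**Figure D3:**
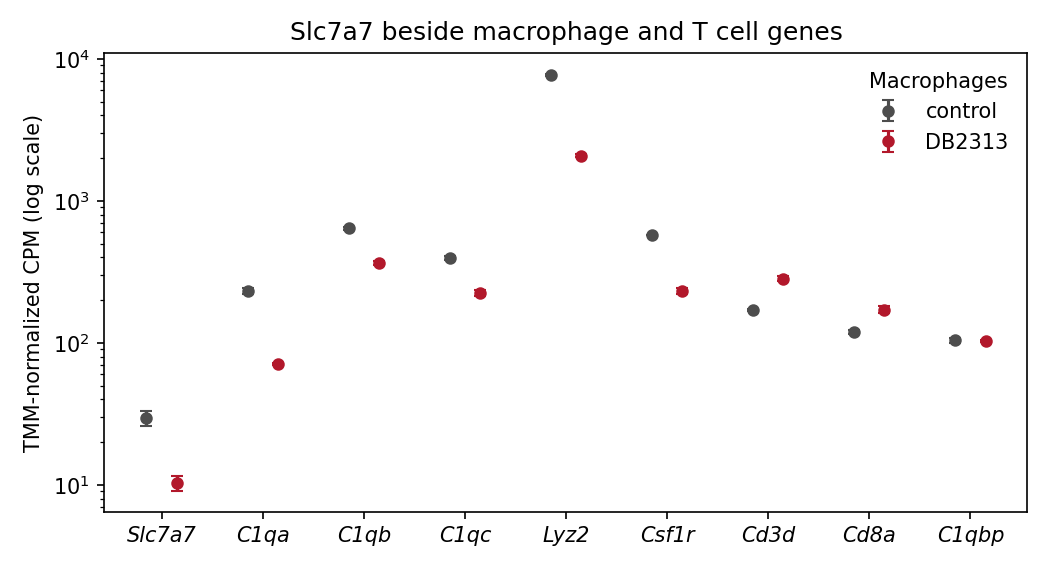
TMM-normalized CPM (log scale) of Slc7a7 and 8 other genes in CD8T cells cocultured with control (gray) or DB2313-treated (red) macrophages. Points are means and bars SDs of 3 libraries. Slc7a7, the C1q genes, Lyz2 and Csf1r were lower with DB2313, Cd3d and Cd8a were higher, and C1qbp did not differ beyond the spread.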

As expected, L-arginine uptake decreased (Figure 3(g)) and apoptosis increased in the CD8T cells (Figure 3(h)) upon Slc7a7 depletion, while DB2313 treatment alone had no significant effect on L-arginine uptake and apoptosis directly (Figure S1(d,e)). Taken together, these results indicate that the C1q+ macrophages suppressed CD8T cell apoptosis by inducing L-arginine uptake mediated by SLC7A7.

### 3.4. C1q–C1qbp Axis Activated SLC7A7 Transcription and Sustained Mitochondrial Homeostasis

Previous data showed that C1qbp expressed in T cells could be bound by C1q [19]. We suspected that the C1q–C1qbp axis mediates *Slc7a7* expression in CD8T cells. Coculture and ChIP-qPCR results showed that the C1q+ macrophages induced RNA polymerase II binding and H3K27ac modification on the *Slc7a7* promoter (Figures 4(a) and 4(b)). Consistent with our hypothesis, the anti-C1qbp antibody canceled the promoting effect of the C1q+ macrophages on *Slc7a7* transcription (Figures 4(c) and 4(d)). Moreover, the C1q+ macrophages promoted mitochondrial cristae formation (Figure 4(e)) and C1qbp transcription (Figure 4(f)), suggesting that the C1q–C1qbp axis promoted *Slc7a7* transcription and *C1qbp* transcription positive feedback to sustain mitochondrial homeostasis [20]. In conclusion, the C1q–C1qbp axis mediated the promoting effect of macrophages on *Slc7a7* expression in the CD8T cells.

### 3.5. CD8T-Derived IFN-*γ* Induced Macrophage M1 Polarization

To investigate whether coculture with CD8T induces C1q+ macrophages, we performed coculture experiments with and without CD8T. C1q genes were not induced by the CD8T coculture (Figure 5(a)). Interestingly, pro-inflammatory factors interleukin-6 (IL-6) and TNF were clearly induced (Figure 5(b)). Considering that IFN-*γ* can be secreted by activated CD8T, we doubted whether IFN-*γ* signaling mediated this effect. As expected, coculture with activated CD8T cells promoted Stat1 phosphorylation (Figure 5(c)) and colocalization between Jak1 and Stat1 (Figure 5(d)). Blockade of IFN-*γ* signaling using *α*-IFN*γ* (Figure 5(e)) or *α*-IFNGR1 (Figure 5(f)) reversed the activated CD8T-induced expression of IL-6 and TNF, and Stat1 phosphorylation (Figure 5(g)). In conclusion, CD8T-derived IFN-*γ* induces macrophage M1 polarization during interaction between these two immune cells.

### 3.6. Blockade of the C1q–C1qbp Axis Attenuated Atherosclerosis Development

We explored the role of the C1q–C1qbp axis in atherosclerosis progression. Using *α*-C1qbp or DB2313 to specifically block the C1q–C1qbp axis, we found that the areas of plaques in the aorta decreased (Figure 6(a)) and that lipid accumulation around the aortic valve was reduced (Figure 6(b)). However, serum calcium and phosphorus contents did not change (Figure S1(f)) [21]. Furthermore, CD8T cell infiltration into the plaques was diminished (Figure 6(c)). Therefore, we aimed to elucidate the role of the C1q–C1qbp axis in human atherosclerotic plaques. We reanalyzed the published human plaque scRNA-seq dataset (GSE179159). As shown in Figures 6(d) and 6(e), C1QBP+ CD8T cells and SPI1+ macrophages were highly enriched in the human plaque samples. Importantly, SPI1 expression was positively correlated with C1QA (*R* = 0.35), C1QB (*R* = 0.36), and C1QC (*R* = 0.37) in the macrophage subsets (Figure 6(f)). Overall, the C1q–C1qbp axis exerted a positive effect on atherosclerosis.

## 4. Discussion

Macrophages promote atherosclerosis progression by producing foam cells through the uptake of low-density lipoproteins during different phases of atherosclerosis [22]. Classical complement C1q expression is enhanced in advanced atherosclerotic plaques and associated with plaque instability [23]. Serum C1q activity is higher in obstructive coronary artery disease and nonobstructive coronary artery disease than in the control group [24]. Additionally, C1q regulates macrophage polarization [25]. In the present study, we explored the role of C1q+ macrophages in preventing the apoptosis of CD8T cells for the first time. Through binding to the C1qbp receptor on the CD8T cells, the C1q+ macrophages promoted H3K27ac-mediated SLC7A7 transcription. The upregulated expression of SLC7A7 in the CD8T cells induced L-arginine uptake and inhibited CD8T cell apoptosis. These results help us to deeply understand the role of the crosstalk between macrophage and CD8T cells during atherosclerosis compared with existing data.

This study clarifies the role of the interaction between macrophages and CD8T cells in atherosclerosis, but it also has some limitations. First, C1q was induced by Spi1 following monocyte differentiation into macrophages under GM-CSF stimulation based on our experiments. However, whether C1q is also induced in dendritic cells, the strongest antigen-presenting cells that initially activate CD8T remains unclear. Second, intervention experiments were performed in an atherosclerotic mouse model using *α*-C1qbp or DB2313. However, the C1q–C1qbp axis is also extensively expressed in other immune cells; thus, our expectation of specifically blocking the C1q–C1qbp axis between macrophages and CD8T cells was discounted. 

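In CD8T cells cocultured with DB2313-treated macrophages, 13 of the 49 tested peptidase inhibitor genes were lower than in the control group, an odds ratio of 6.54 (adjusted p = 4.40e-06, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 10 families). The most abundant were Cst3 (ENSMUSG00000027447), which encodes a cystatin and went from 2439 ± 115 to 858 ± 48.3 CPM (SD, n = 3 each), and C3 (ENSMUSG00000024164), which went from 561 ± 3.52 to 187 ± 4.78 CPM (SD, n = 3 each). The family was defined by gene symbol, so the place of C3 in it does not show that C3 inhibits peptidases. Among the lower genes linked to chemotaxis and leukocyte migration, the most abundant were Ccl6 (ENSMUSG00000018927), at 1728 ± 82.7 and 686 ± 15.4 CPM, and Thbs1 (ENSMUSG00000040152), at 1112 ± 29.3 and 313 ± 15.1 CPM (SD, n = 3 each). Fpr1 had a log2 fold change of -3.35 (standard error 0.12), S100a8 of -2.49 (standard error 0.06) and Itgam of -1.83 (standard error 0.04). Ccr7 had one of -0.10 (standard error 0.03), which was past the threshold on the adjusted p but not with library size or upper quartile scaling. Genes of macrophages and neutrophils, to which Itgam and S100a8 belong, were counted in all 6 libraries.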

Third, RNA-seq results of CD8T cells indicated changes in multiple biological activities, including peptidase inhibitor activity, chemotaxis, and leukocyte migration. Thus, C1q+ macrophages have other promoting effects on CD8T cells [26, 27].

Previous studies have shown that the elevation of L-arginine levels in CD8T promotes a metabolic shift from glycolysis to oxidative phosphorylation [14, 28]. Whether other L-arginine-dependent metabolic activities or molecular signaling pathways are also altered in CD8T cells warrants further investigation. Our data reanalysis confirmed the expression of C1qbp in myeloid cell subsets and other parenchymal cell subsets [29, 30]. However, whether the C1q–C1qbp axis between other cell subsets also promotes atherosclerosis remains to be clarified. Establishing a cell type-specific C1q knockout mouse model may contribute to answering these questions. Moreover, the present data were all based on transcriptional data. Further studies should characterize the C1q–C1qbp axis in human samples through immunofluorescence.

In conclusion, this study is the first to explore the relationship between C1q+ macrophages and CD8T cells in atherosclerotic plaques. Through a series of experiments, we demonstrated that C1q+ macrophages suppress the apoptosis of CD8T cells, which induce atherosclerosis.

## Figures and Tables

**Figure 1:**
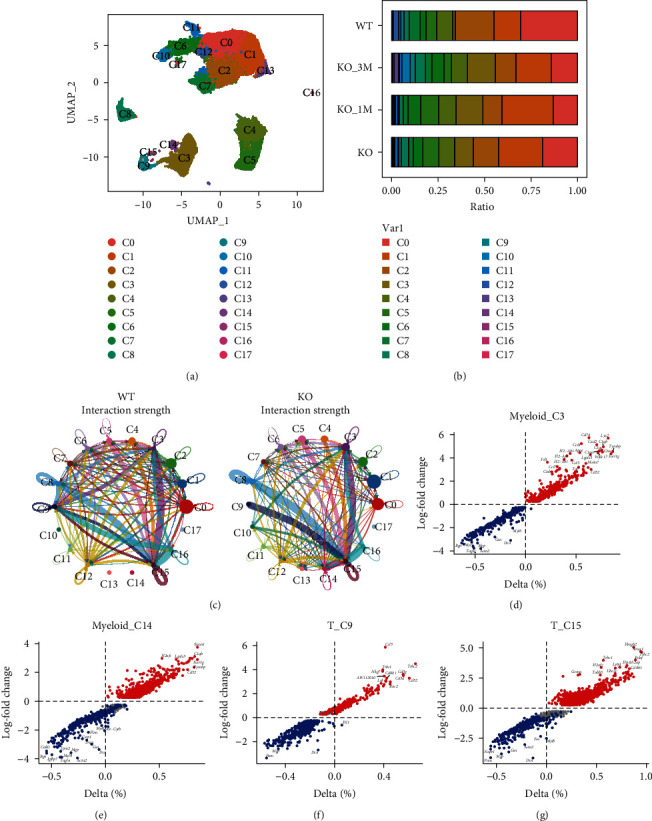
Macrophages interact with CD8T cells in atherosclerotic plaques: (a) UMAP where cells are clustered using functions of the Seurat package; (b) differential analysis of cluster ratio across four groups; (c) cluster interaction analysis between the WT and KO groups using CellChat; and (d–g) differentially expressed genes in macrophages (cluster 3, (d); cluster 14, (e)) or CD8T cells (cluster 9, (f); cluster 15, (g)).

**Figure 2:**
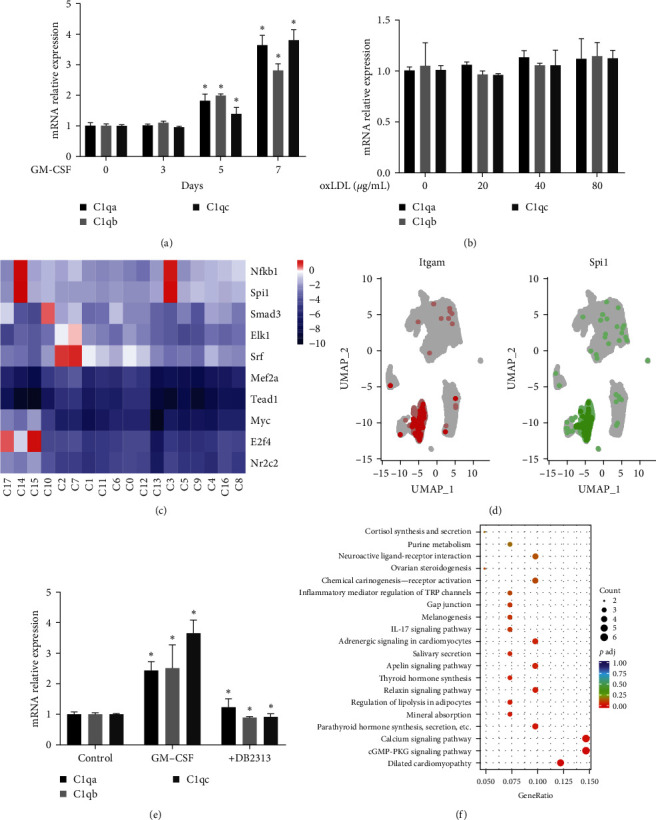
Spi1 induces C1q expression in macrophages. (a) Monocytes were treated with GM-CSF at the indicated time points. C1q was detected using qPCR. (b) Macrophages were treated with oxLDL at the indicated concentrations. C1q was detected using qPCR. (c) Heatmap showing differential analysis of the enriched transcription factors in clusters using the DoRothEA package. (d) UMAP plots showing the coexpression of Itgam and Spi1 in macrophage subsets. (e) Monocytes were treated with GM-CSF with or without DB2313 for 7 days. C1q was detected using qPCR. (f) Bubble plot showing KEGG enrichment of differential pathways in DB2313-treated macrophages compared with the control group.  ^*∗*^*p* < 0.05.

**Figure 3:**
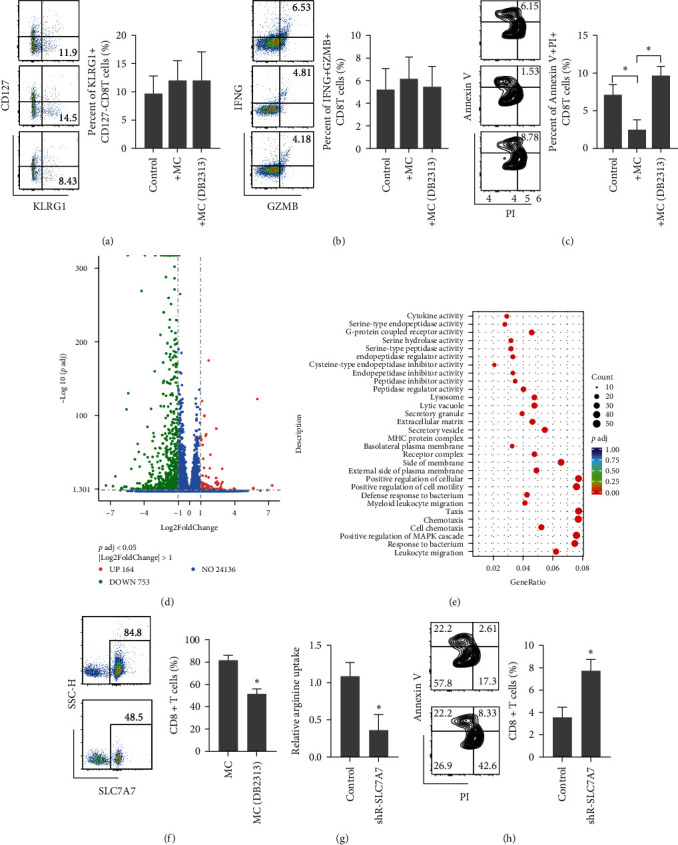
C1q+ macrophages prevent CD8T activation-induced apoptosis. (a–c) CD8T cells were activated using anti-CD3/CD28 beads before being cocultured with C1q+ macrophages treated with or without DB2313. Memory/effector differentiation (a), cytotoxicity (b), and apoptosis (c) were detected via flow cytometry. (d) Volcano plot showing the differentially expressed genes in CD8T cells cocultured with C1q+ macrophages treated with or without DB2313. (e) Bubble plot showing KEGG enrichment of differential pathways in CD8T cells cocultured with C1q+ macrophages treated with or without DB2313. (f) CD8T cells were activated using anti-CD3/CD28 beads before being cocultured with C1q+ macrophages treated with or without DB2313. SLC7A7 expression was detected using flow cytometry. (g) Relative ^3^H-arginine uptake into control and shR-SLC7A7-infected CD8T cells. (h) CD8T cells were activated using anti-CD3/CD28 beads with or without shR-SLC7A7 lentivirus infection. Apoptosis was detected via flow cytometry.  ^*∗*^*p* < 0.05.

**Figure 4:**
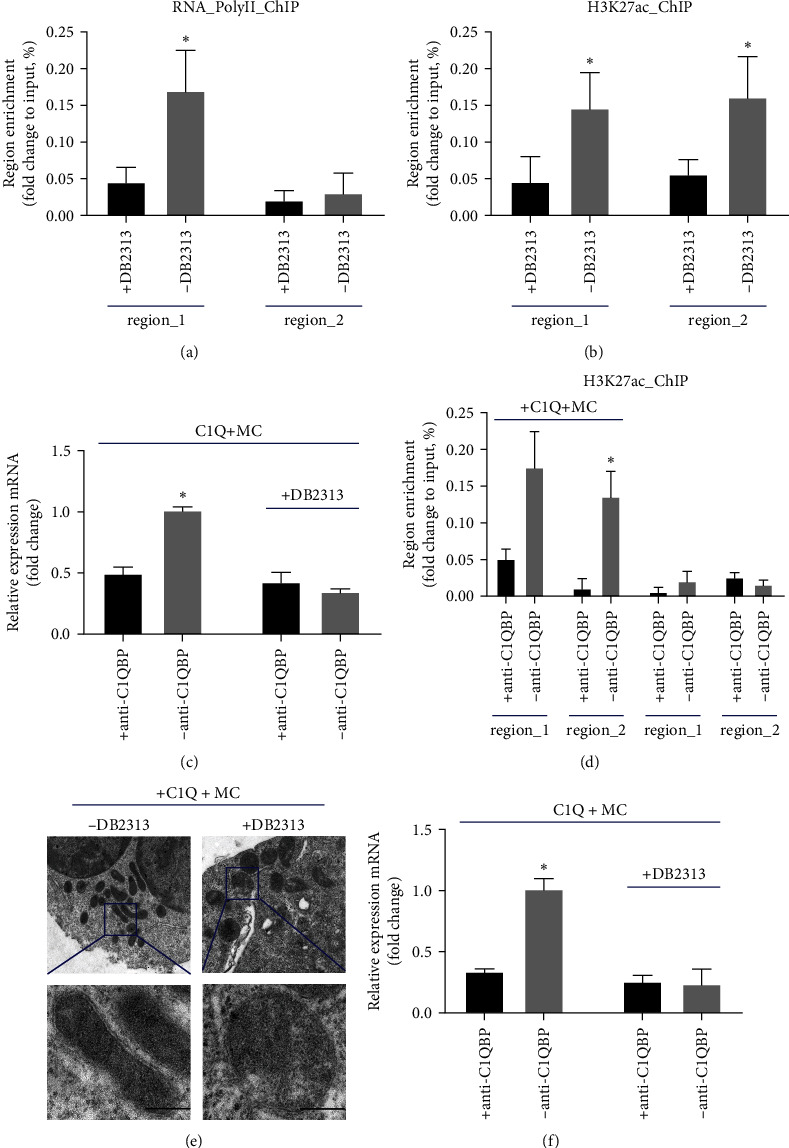
C1q+ macrophages induce SLC7A7 expression in CD8T cells dependent on H3K27ac modifications. (a, b) CD8T cells were activated using anti-CD3/CD28 beads before being cocultured with C1q+ macrophages treated with or without DB2313. Pol II abundance (A) or H3K27ac modifications at different regions of the SLC7A7 promoter were detected using a chromatin immunoprecipitation (ChIP) assay. (c) CD8T cells were activated using anti-CD3/CD28 beads before being cocultured with C1q+ macrophages treated with or without anti-C1QBP. SLC7A7 expression was measured using qPCR. (d) CD8T cells were activated using anti-CD3/CD28 beads before being cocultured with C1q+ macrophages treated with or without anti-C1QBP. H3K27ac modifications at different regions of the SLC7A7 promoter were detected using a chromatin immunoprecipitation (ChIP) assay. (e) Representative electron micrographs of mitochondria in CD8T cells activated using anti-CD3/CD28 beads before being cocultured with C1q+ macrophages treated with or without DB2313. Scale bars, 200 nm. (f) CD8T cells were activated using anti-CD3/CD28 beads before being cocultured with C1q+ macrophages treated with or without anti-C1QBP. C1QBP expression was measured using qPCR.  ^*∗*^*p* < 0.05.

**Figure 5:**
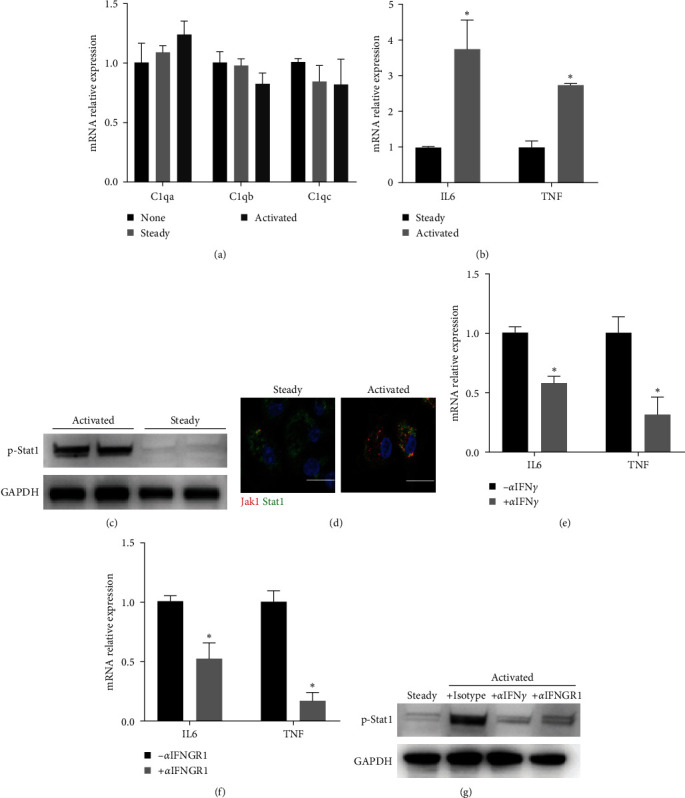
IFN-*γ* originated from activated CD8T promotes the secretion of JAK-STAT1 signaling-dependent proinflammatory factors in macrophages. (a) Macrophages were cocultured with activated or steady CD8T. C1qa, C1qb, and C1qc were detected using qPCR. (b) Macrophages were cocultured with activated or steady CD8T. IL6 and TNF levels were measured using qPCR. (c) Macrophages were cocultured with activated or steady CD8T. Phosphorated Stat1 in macrophages was detected using western blot, with GAPDH as an endogenous control. (d) Macrophages were cocultured with activated or steady CD8T. The cells were fixed, immunoblotted with anti-Jak1 (red) and anti-Stat1 antibodies (green) and DAPI (blue), and visualized using confocal microscopy. Scale bars, 20 *μ*m. (e, f) Macrophages were cocultured with activated or steady CD8T with or without anti-IFN-*γ* or anti-IFNGR1. IL6 and TNF levels were measured using qPCR. (g) Macrophages were cocultured with activated or steady CD8T with or without anti-IFN-*γ* or anti-IFNGR1. Phosphorated Stat1 in macrophages was detected using western blot, with GAPDH as an endogenous control.  ^*∗*^*p* < 0.05.

**Figure 6:**
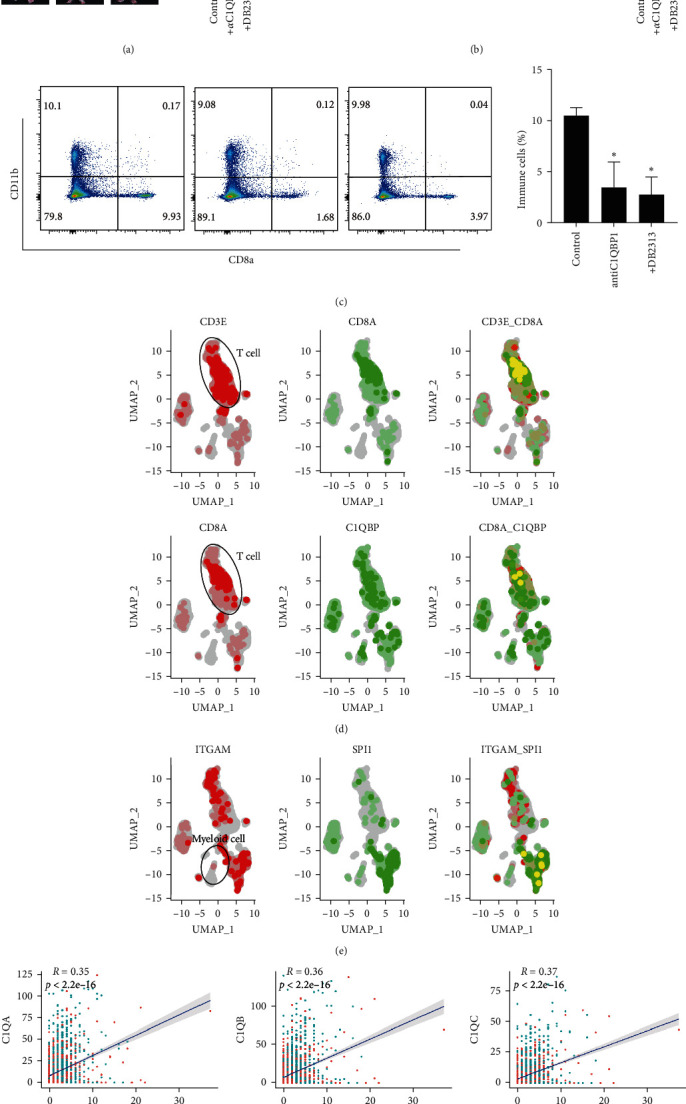
Blockade of the C1q–C1qbp axis impairs atherosclerosis development in mice: (a, b) representative images of the aorta en face lesion (A) or the aortic root lesion area (B) stained with oil red O across three groups. Scale bars, 0.5 cm (A). Scale bars, 1 mm (B). (c) Plaque-infiltrated CD8T in atherosclerotic mice with or without anti-IFN-*γ* or DB2313 injection was detected using flow cytometry. (d) UMAP plots showing the coexpression of CD8A, CD3E, and C1QBP in CD8T subsets from human scRNA-seq data. (e) UMAP plots showing the coexpression of ITGAM and SPI1 in macrophage subsets from human scRNA-seq data. (f) Scatter plot showing the correlation between SPI1 and C1QA, C1QB or C1QC in macrophage subsets from human scRNA-seq data.  ^*∗*^*p* < 0.05.

## Data Availability

Raw RNA-Seq data were deposited in the NCBI with accession numbers GSE245183 and GSE245667. All the data from this study have been included in the manuscript.

# Supplementary material for: Macrophages Promote Atherosclerosis Development by Inhibiting CD8T Cell Apoptosis
**Source:** Mediators Inflamm. 2024 Sep 21;2024:1929766. doi: 10.1155/2024/1929766
**Supplement:** Supplementary Materials — Figure S1: identification of macrophages and T subsets.

**
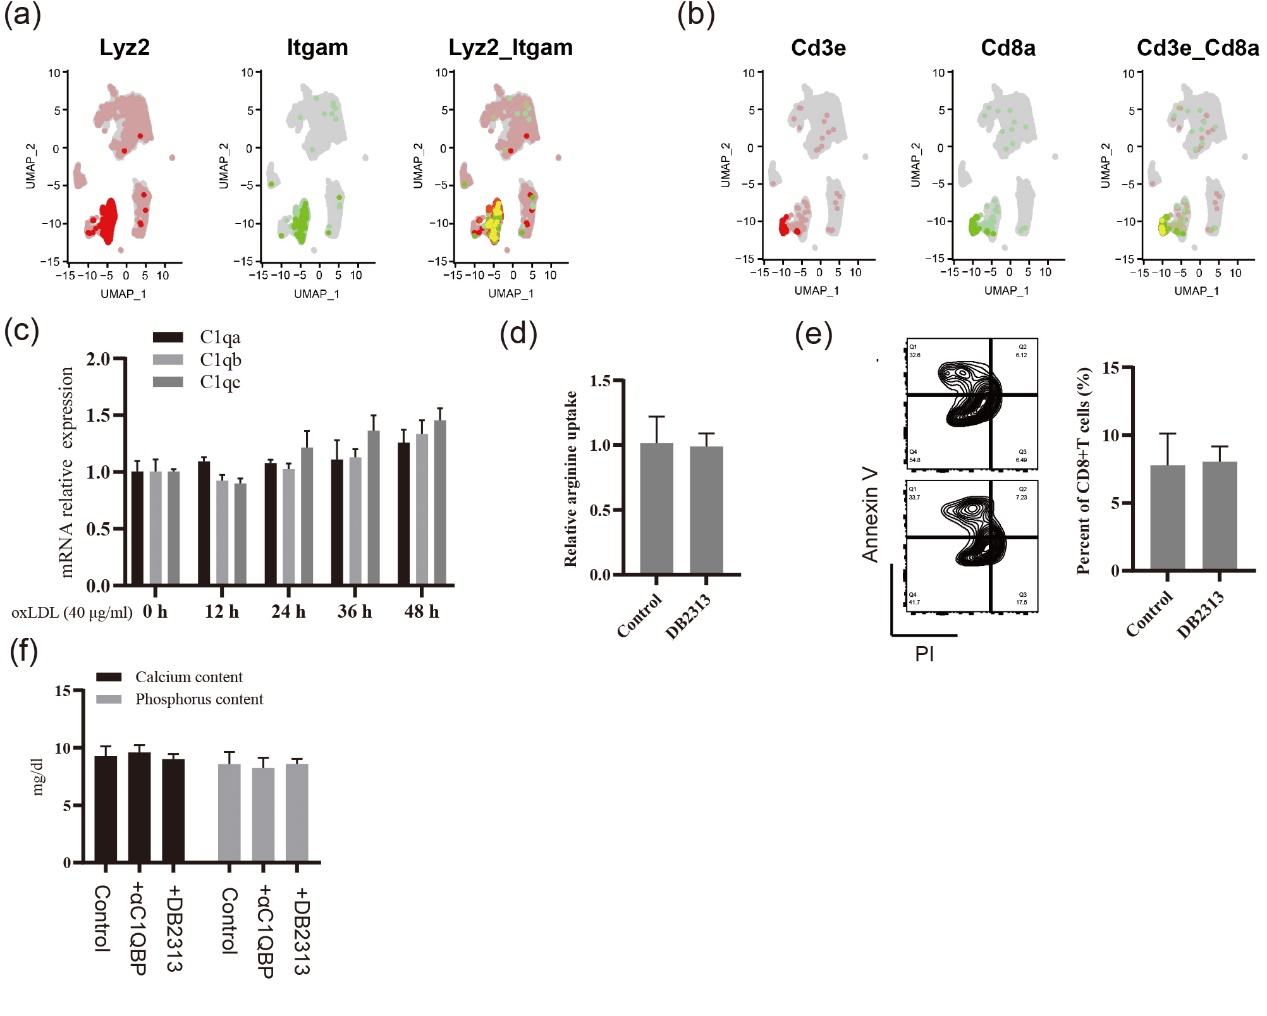
Figure S1: Identification of macrophages and T subsets.**

1. UMAP plots showing the co-expression of Lyz2 and Itgam in macrophage subsets.
2. UMAP plots showing the co-expression of Cd3e and Cd8a in T subsets.
3. Macrophages were treated with oxLDL at the indicated time points. C1q was detected using qPCR.
4. Relative ^3^H-arginine uptake into control and DB2313-treated CD8T cells.
5. CD8T cells were activated using anti-CD3/CD28 beads with or without DB2313 treatment. Apoptosis was detected via flow cytometry.
6. Calcium and phosphorus contents were detected in the serum of an atherosclerotic mouse model with the indicated treatments.

How the deposited data were processed for this re-analysis (not part of the article)

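RNA-seq of CD8T cells cocultured with control or DB2313-treated macrophages was analysed, with 3 samples in each group. The authors sequenced the libraries, aligned and counted the reads with LifeScope, and deposited raw counts per gene. Read filters, genome build, annotation and strandedness are not named in the paper's text. Gene coordinates and biotypes were taken from the deposited table, and 53585 of the 54495 genes shared with GENCODE mouse release 21 had the coordinates of GRCm38. Each column was matched to a sample by its label. Samples were grouped by DB2313 treatment, on which the labels and the paper do not conflict; they conflict on the cocultured cells.
Library totals ranged from 16611975 to 18596217 counts. A count of 0 allows up to 3 counts, or 1.81e-05% of the smallest library. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.
From the counts, genes were tested with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjusted p-values and the thresholds of Figure 3(d), 0.05 and an absolute log2 fold change of 1. CPM values were scaled by TMM, and standard errors were obtained from the fitted change and its test. Gene lists were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01. The lists covered macrophage markers, abundant macrophage transcripts, dendritic cells, neutrophils, B cells, stromal cells, T cells, memory, cytotoxicity, pro- and antiapoptotic genes, the amino acid response, arginine metabolism, interferon-stimulated genes, MHC class II and sex-linked genes. Lists of progenitor granule genes, mature dendritic cell genes and CD4 T cell genes were added after the data were seen. Pathway families were defined by gene symbol and tested with Fisher's exact test. The scripts were tested on simulated counts with 200 changed genes, of which edgeR called 199 among 14897 tested genes, with 2 unchanged genes called, and DESeq2 called 195 among 26083. As many genes were raised as lowered, each by 2 on the log2 scale, and genes with low counts were left unchanged. In the data 79.5% of the calls were lower. The simulation therefore does not test the scaling under such an imbalance, or changes near the threshold of 1.
The genes named are those the paper names in connection with CD8T cells or macrophages, the 5 largest rises and the 5 largest falls among protein-coding genes past the thresholds with a mean of at least 10 CPM in the higher group and no overlap between the groups, and members of the lists or families. Cd4, Foxp3, Mpo, Elane, Zbtb7b, Slc7a2 and Slc7a3 were chosen after their values were seen, and Oxa1l because it overlaps Slc7a7.
The alternatives fixed before the data were examined were DESeq2 1.42.0, library size and upper quartile scaling, no filter, at least 10 counts in every sample, a replicate block, leaving out each sample, the adjusted p alone, glmTreat, protein-coding genes, leaving out the marker lists, fry, and camera with an estimated correlation. Scaling to the T cell markers was added later. The paper's enrichment tool was not repeated, since it needs a pathway database. The RNA-seq of macrophages and the single-cell data were not analysed here.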

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

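The lists of progenitor granule, mature dendritic cell and CD4 T cell genes, and all tests in this part except those of macrophage RNA and of library size, were chosen after the results were seen.
Macrophage markers took 0.604% of the counts of the DB2313 libraries and 1.44% of the control libraries. With no library of CD8T cells alone analysed here, the only level to set this against was the 1.81e-05% that a count of 0 allows for 1 gene, which shows that the genes were counted but not from which cells, and the paper does not report on these genes in the CD8T cells. The most abundant, Lyz2, was at 7702 ± 133 and 2084 ± 36.6 CPM (SD, n = 3 each). Of the 25 markers, 22 fell and 3 rose (Ms4a7, Trem2 and Marco), with a median log2 fold change of -0.96; 24 passed an adjusted p of 0.05 over all genes and 24 when adjusted over the list alone. All 15 abundant macrophage transcripts fell, with a median of -0.81. A lower share of macrophage RNA as the whole cause is argued against by the spread of the markers, an SD of 0.88 against 0.116 for the T cell markers, and by the significant rises. A difference in library size is argued against as well, since 764 genes were lower after all libraries were thinned to the smallest. A lower share together with changed transcription in the macrophages stays open, and so does an effect of DB2313 on them; neither was tested separately. How many of these markers CD8T cells themselves express was not measured here, and 3 of them are also in another list.
All 20 T cell markers rose, by 0.32 to 0.74 on the log2 scale, and each passed an adjusted p of 0.05 both over all genes and adjusted over the list alone. Their narrow SD of 0.116 is consistent with a higher share of T cell RNA in the DB2313 libraries. A few abundant genes taking counts in the control libraries is argued against, since the lowest median under TMM, library size and upper quartile scaling was 0.62. A change of T cell transcription by a common factor was not tested and stays open.
Neutrophil markers took 0.0715% of the counts with DB2313 and 0.189% in the control group, with the same limit on what this shows; their median log2 fold change was -1.70, and 8 of 9 fell. Mature dendritic cell genes took 0.314% and 0.433%, with a median of -0.64. The labels name dendritic cells as the cocultured cells and the paper macrophages. The list of dendritic cell markers fixed before the data were examined took only 0.0525% of the control counts and 0.0368% with DB2313, against 0.433% in the control group for the mature dendritic cell genes chosen after the data were seen, and against 1.44% for the macrophage markers. Shares of different genes do not give shares of cells, since the genes differ in their level per cell. The cocultured cells cannot be told apart from these values: both kinds of genes were counted, and activated macrophages could carry some of the dendritic cell genes.
Progenitor granule genes took 0.1005% of the counts of the DB2313 libraries against 0.0489% in the control group, with every DB2313 library above every control library. All 5 rose, with a median of 0.94, and Mpo reached 287.8 ± 6.44 CPM (SD, n = 3). A lower share of all myeloid RNA is argued against, since the granule genes rose by 0.32 more than the T cell markers. Myeloid cells arrested before maturation are a candidate explanation that the median of 0.94 leaves open, since it cannot be told apart from more progenitors in the cultures with RNA of mixed cells.
B cell markers took 0.0497% of the counts with DB2313 against 0.0328% in the control group, with a median of 0.47, which is -0.16 relative to the T cell markers. CD4 T cell genes took 0.0736% against 0.0593%. For both lists every DB2313 library lay above every control library, and the paper does not report on these genes. Their 5 genes had a median of 0.30, which is -0.32 relative to the T cell markers and did not pass under camera (adjusted p = 0.0567, limma), and Cd4 was at 213.0 ± 2.51 and 294.0 ± 4.58 CPM, beside Cd8a at 118.5 ± 3.91 and 171.5 ± 10.2 CPM (SD, n = 3 each). CD4 T cells in the culture are a candidate source: all 5 genes of the list had at least 10 CPM in the control libraries. Foxp3, also on the list, was at 113.0 ± 1.84 CPM in the control group and 139.3 ± 1.22 CPM with DB2313 (SD, n = 3 each). CD4 T cells cannot be told apart here from other cells that express these genes, since the list was made after Cd4 was seen. Zbtb7b also fell while Cd4 and Foxp3 rose. Leftover spleen cells were not tested as a source of the B cell genes.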

How the results depend on the processing

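Over the alternatives fixed before the data were examined, 1171 comparisons of 92 single genes, families and lists were made. Of these, 1129 kept their direction and their side of an adjusted p of 0.05, whatever the size of the fold change. The rest were 17 weaker, 13 stronger and 12 reversed. Lists had no p with DESeq2 and were compared there by the shift of their median. With fry and the estimated correlation the direction of a list could not change, since the fit was the same. With at least 10 counts in every sample, 85 of the 92 could be computed. In each fit that tested it, Slc7a7 fell past the threshold, the macrophage markers fell and the T cell markers rose. The Slc7a7 log2 fold change was -1.52 with DESeq2, -1.43 with library size scaling and between -1.60 and -1.42 in the 6 fits that each left out one sample, over which the T cell markers had medians from 0.61 to 0.64.
The adjusted p alone gave 3667 lower and 3096 higher genes, and glmTreat against a log2 fold change of 1 gave 400 and 30, since these settings loosen or tighten the threshold itself. With at least 10 counts in every sample 103 genes were higher, and among protein-coding genes 133, as fewer genes were tested. With each sample left out, 766 to 828 genes were lower and 204 to 223 higher. Pathway families among the higher genes numbered 2, but 1 under DESeq2, upper quartile scaling and at least 10 counts, 0 under the adjusted p alone, and from 1 to 3 in the 6 fits that each left out one sample: 3 without DB2313 replicate 3, and 1 without control replicate 1 or DB2313 replicate 1. The cause was not tested. Among the lower genes, 8 families passed under each alternative fixed beforehand except no filter, which gave 9, and 10 passed with scaling to the T cell markers, which was chosen after the data were seen; under the adjusted p alone the MHC and extracellular matrix families were lost and the amino acid transport and lysosome families gained.
With an estimated correlation, 6 of the other 14 gene lists passed in place of 10, and the B cell, antiapoptotic, amino acid response and arginine lists were lost. With fry 13 passed, adding the cytotoxic, proapoptotic and sex-linked lists. The amino acid response list also did not pass with at least 10 counts or without control replicate 1 (median 0.30), and the CD4 T cell list passed with fry, no filter, library size and upper quartile scaling, and without DB2313 replicate 3 (median 0.30).
The odds ratio of lysosome among the lower genes fell below 1 with library size scaling (0.896), the upper quartile (0.850) and without the marker lists (0.828), and ranged from 0.937 to 1.24 in the 6 fits that each left out one sample, the lowest without DB2313 replicate 3. C1qbp was at 0.086 with library size scaling, 0.055 with the upper quartile, and from -0.028 to 0.028 over those 6 fits, the highest without control replicate 2. Oxa1l was at 0.059 and 0.028 with these scalings. Slc7a6 ranged from -0.038 to 0.061 over the 6 fits and was below 0 without control replicate 2, control replicate 3 or DB2313 replicate 3. These changes of sign lay near no change. Slc7a3, whose log2 fold change of 0.999 is under the threshold of 1, had an adjusted p over 0.05 in 7 fits: DESeq2, no filter, and each fit that left out one sample except that without control replicate 2 (log2 fold change from 0.80 to 1.41 over those 6). For these results the cause was not tested.
Samples that share a replicate number did not deviate together, with correlations of 0.0138, -0.00389 and 0.0187 between their deviations from the group means. With the replicate number as a block, 790 genes were lower and 201 higher, and 1 pathway family was found among the higher genes.
Scaling to the T cell markers, chosen after the data were seen, moved the median of all genes to -0.58 from 0.019, and gave 2572 lower and 51 higher genes; library size and upper quartile scaling put that median at 0.11 and 0.083. For 3 higher and 13 lower genes, every library of 1 group had at most 3 counts, so depth limits their folds to bounds, such as at least 9.72-fold higher for Mmp10.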

Differences from the paper's values

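The counts of differentially expressed genes were within 1.5 times the paper's, 204 higher against the paper's 164 and 789 lower against the paper's 753; DESeq2 gave 162 and 746. The higher genes were more than 1.5 times the paper's count with library size scaling (278), upper quartile scaling (254), no filter (252) and the adjusted p alone (3096), and fewer by that factor with at least 10 counts in every sample (103), glmTreat (30) and, chosen after the data were seen, scaling to the T cell markers (51). The lower genes differed by that factor with the adjusted p alone (3667), glmTreat (400) and scaling to the T cell markers (2572).
The paper names amino acids among the enriched terms. The amino acid transport family did not pass among the lower genes (odds ratio 2.17); it did without the filter on low counts (2.73) and with the adjusted p alone (2.61). Figure 3(e) lists the lysosome. For the odds ratio of lysosome among the lower genes, the value of 1.17 did not pass, and it did with the adjusted p alone (8.62). With libraries scaled to the T cell markers, chosen after the data were seen, all 10 families passed.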

Other observations

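Of the tests in this part, those of the splits for the lower and higher genes, of macrophage RNA as the cause of the fall of Slc7a7, of the amino acid response and of the sex-linked genes were planned before the results were seen, but the comparison of the amino acid response with the T cell markers and the measure for the sex-linked genes were chosen after, as were the other tests.
The grouping of the samples was compared with all 10 splits of the 6 samples into 3 and 3. Only the real one of the 10 splits (1 of 10) gave as many lower genes, higher genes, pathway families among the lower and among the higher genes, or other gene lists, or as small a p-value for the macrophage and the T cell markers. The other 9 gave 0 genes past the thresholds, with 120 to 256 genes at an unadjusted p under 0.05. With 10 splits, a share under 0.1 cannot be reached. Each of those 9 splits sets 2 libraries of a real group and 1 of the other against the rest, so part of the real difference stays in them. In them, camera gave p-values from 5.42e-05 to 0.0048 for the macrophage markers, and 2 to 5 of the 14 other lists passed; this does not test how camera behaves without a difference.
Flow cytometry in the paper found no change in memory differentiation or cytotoxicity (Figures 3(a) and 3(b)) and more apoptosis (Figure 3(c)). In the RNA, memory genes had a median log2 fold change of 0.55, which is -0.07 relative to the T cell markers, and 9 of 11 rose. The median of cytotoxic effector genes was 0.18 with 9 of 15 rising, which did not pass (adjusted p = 0.921, camera), and it was 0.11 without control replicate 1 and 0.29 without control replicate 3. Relative to the T cell markers it was -0.44, so its direction depends on the scaling. Gzmb was at 0.37 (standard error 0.04), Ifng at -0.65 (standard error 0.39), Klrg1 at 0.18 (standard error 0.26) and Il7r at 0.55 (standard error 0.03). Ifng was at -1.10 without DB2313 replicate 1 and -0.33 without DB2313 replicate 2, and Klrg1 at 0.053 without control replicate 1 and 0.29 without control replicate 3. Relative to the T cell markers, Gzmb was at -0.25, Ifng at -1.27, Klrg1 at -0.44 and Il7r at -0.07. Proapoptotic genes had a median of -0.15 with 13 of 21 falling (adjusted p = 0.375, camera), and antiapoptotic genes of -0.27 with 9 of 12 falling (adjusted p = 0.0139, camera), a call that an estimated correlation did not give. Relative to the T cell markers, these medians were -0.77 and -0.90.
The fall of Slc7a7 may come from macrophage RNA or from the T cells. If a lower share of macrophage RNA were the cause, Slc7a7 would fall within the range of the macrophage markers, and 6 of the 25 markers fell by more than Slc7a7. The log2 fold changes of these markers ran from -2.16 to 1.44, a range so wide that this test could hardly fail. A fall in the T cells gives the same value, so these RNA counts cannot tell the sources apart without libraries of each cell type. The paper has other evidence for the T cells, which was not analysed here. It reports lower SLC7A7 in CD8T cells by flow cytometry. It also reports ChIP at the Slc7a7 promoter, and qPCR of Slc7a7 with an antibody against C1QBP, in cocultured CD8T cells. Amino acid shortage in the T cells is not settled either. The amino acid response genes rose, as such a shortage predicts, with a median of 0.31 and 15 of 21 rising (adjusted p = 0.0348, camera), but were at -0.32 relative to the T cell markers, and these cannot be told apart because the reference for scaling decides the direction. Arginine genes had a median of -0.31 with 9 of 13 falling (adjusted p = 0.0194, camera), and Slc7a11 of the response list was at -1.51.
The paper reports that C1q+ macrophages raised C1qbp transcription, from qPCR that its legend describes as with or without an antibody against C1QBP (Figure 4(f)). With or without DB2313, C1qbp was at 104.4 ± 4.60 CPM in the control group and 103.7 ± 1.71 with DB2313 (SD, n = 3 each), a log2 fold change of -0.0088 (standard error 0.043), and at -0.63 relative to the T cell markers. Without control replicate 2, C1qbp was at 0.028.
GC content and gene length as the cause of the lower genes are argued against, since 701 of 788 lower genes with both measures kept a log2 fold change below -1 after the trend was removed. Donors of another sex in one group are argued against, since the largest absolute log2 fold change of the 4 tested Y-linked genes was 0.186 and Xist had at most 4 counts in a library; the list had a median of 0.08.
Among the called genes, 82 are pseudogenes. Of 146 tested processed pseudogenes with a tested parent, 33.6% changed by more than 2 standard errors apart from the parent, against 4.55% by chance. Among these 146, this argues against reads shared with the parent genes as the whole cause. Only 19 of them are called, and the other called pseudogenes were not compared with a parent. Reads shared with other copies stay open, and no biological explanation was tested.
The spread between replicates was low, with a biological coefficient of variation of 4.67%. Replicate libraries taken from one culture cannot be told apart from separate cultures here, because the spread between animals in this system was not measured.
Interferon-stimulated genes had a median of 0.23, which is -0.39 relative to the T cell markers, MHC class II genes of -1.62 (Ciita at -2.45), the fixed list of dendritic cell markers of -0.72, and the 3 tested stromal genes one of -0.28 (adjusted p = 0.985, camera). The median of stromal markers was -0.17 without DB2313 replicate 2. At an adjusted p of 0.05 over all genes, and adjusted over the list alone, 9 and 9 of the 9 neutrophil genes passed, 7 and 8 of 9 B cell genes, 14 and 15 of 21 proapoptotic genes, 11 and 12 of 12 antiapoptotic genes, 19 and 20 of 21 amino acid response genes, and 1 and 1 of 4 sex-linked genes. In the other fixed lists both counts were equal.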
